A study of Mus musculus with 2 samples.

How the data were processed

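Single-cell RNA was measured in 2 samples of KPPC mouse pancreatic tumour, 1 treated with vehicle and 1 with takinib at 50 mg/kg. Per the labels' protocols the mice were 6 weeks old, treatment lasted 14 days, and tumours were minced, digested with collagenase A and DNase-I and strained before capture of single cells. The labels also carry the words pancreas under cell line and tumor under cell type; the material was read here as tumour tissue of the mice. The number of mice per library is not stated in the labels. Groups were taken from the labels, with 1 sample in each of 2 groups.

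The deposited values are raw UMI counts per gene and barcode, which the authors made with Cell Ranger 4 for vehicle and Cell Ranger 6.1.1 for takinib, per the file headers. Neither the headers nor the labels state the genome build, the annotation or the chemistry. Both matrices list the same number of genes, 32285. The vehicle matrix held barcodes without any UMI, while no takinib barcode held under 500 UMIs, so the takinib barcodes had been filtered before deposit and the vehicle barcodes had not. This can move the shares of shallow cells, and the same filters were therefore applied to both libraries here. No correction for free RNA from empty droplets was possible in takinib, whose matrix holds no empty droplets.

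A barcode was kept with at least 1000 UMIs, at least 500 genes and at most 20% of UMIs from mitochondrial genes. Doublets were called with Scrublet in each library with an expected rate of 6%. In vehicle the automatic threshold marked 3.18% of the 9872 barcodes past the filters and 314 were removed. In takinib it marked 0.00373% of 26790, below the 0.5% set as the least for a working caller in over 5000 cells, so the 6% with the highest scores were removed, 1607 barcodes. The 2 libraries thus had doublets removed by different thresholds. No annotation of cell types was used. Both libraries were clustered together with scanpy 1.11.5 (counts scaled to 10000 per cell, log-transformed, 2000 variable genes, 30 principal components, 15 neighbours, Leiden resolution 1 with igraph 0.11.9, seed 1). No correction between libraries was made.

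Markers of 17 classes were fixed before the data were examined, as were the filters, gene lists, scales, rule for named genes and most alternative settings. The rule that turns markers into names was set afterwards. A cluster's score for a class was the mean over its markers of the cluster's CPM divided by the highest cluster's CPM plus 20. A name needed 3 markers detected in at least 10% of cells with a scaled level above 0.2. A cluster stayed unnamed if a second class scored at least 0.75 of the best, or if another class had more markers among its 10 leading genes. The same held if its median UMI count was under its library's divided by 3 with no marker of that name among the leading genes. Of the clusters left unnamed, 1 scored highest for epithelial, 1 for neutrophil and 1 for B markers; their shares are given together in the results.

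Counts were summed over the cells of a class in each library and scaled to CPM within that class and library. Ratios are log2 of takinib CPM plus 10 over vehicle CPM plus 10, which understates the change of genes of low level. Classes with at least 100 cells in each library were compared. Since each group has 1 sample, no test was run, no p-value is given, and cells were not treated as replicates. Intervals at 95% are exact Poisson for summed counts, exact Clopper-Pearson for shares, and from 1000 Poisson resamples for log2 ratios and list medians. They cover counting error only, not the difference between animals or libraries. For a count of 0 the limit is 3 counts, and a fold against it is given as at least that size.

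The 16 gene lists were TAK1 complex, NF-kB targets, immediate-early/AP-1, YAP/TAZ targets, extracellular matrix, contractile (myCAF), inflammatory (iCAF), MHC class II, MHC class I presentation, interferon response, T effector, T exhaustion, macrophage inflammatory, macrophage alternative, mesenchymal (EMT) and proliferation. A list was given in a class with at least 3 genes of at least 10 counts, leaving out the class's own markers. Some lists overlap: iCAF and NF-kB targets share Il6, Cxcl1 and Ccl2, macrophage inflammatory and NF-kB targets share Il1b and Tnf, macrophage inflammatory and interferon response share Cxcl9 and Cxcl10, and extracellular matrix and mesenchymal share Fn1 and Sparc. Each median was placed among 10000 random lists of equal size matched on mean expression in 20 bins, as a description of these libraries. Lists of lung, stomach, intestine and blood or marrow precursor genes were added later for the tests of tissue origin.

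Genes by size are those with at least 50 summed counts in a library of the class and a log2 ratio past 1 in either direction. The genes named are, in each class, the 3 with the highest and the 3 with the lowest ratio among these. Left out were mitochondrial, ribosomal, haemoglobin, immunoglobulin and T-cell receptor genes, Xist, Y-linked genes, class markers, and genes whose CPM in the class was below their CPM over all kept cells in the library where they were higher. TAK1 complex genes, and members of a list where that list is discussed, were named as well. Names chosen outside this rule are said to be so. Cycling cells were those with a UMI of Mki67 or Top2a after thinning every cell to 1000 UMIs, with neutrophil-like cells as background.

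Positions come from GENCODE M21 on GRCm38, matched by Ensembl identifier; 56 of 56 identifiers matched, but the build behind the counts is not stated. The sex of origin was read from Xist and from 4 Y-linked genes (Ddx3y, Eif2s3y, Kdm5d and Uty). Calculations used Python 3.11.15 with anndata 0.12.19, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and matplotlib 3.10.9. The step that counts genes was tested on simulated data in which 200 genes had known changes. It recovered 100% of them and put 0 unchanged genes past 2-fold in each of 3 simulated comparisons, of macrophage-like (12023 genes), epithelial-like (11208 genes) and fibroblast-like sums (7368 genes). The known changes were larger than 2-fold, lay only in well-counted genes, and the noise was counting error alone. The simulation therefore checks the calculation only. It does not cover changes near 2-fold, changes in genes of low counts, or variation between cells, animals or libraries.

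The alternatives set beforehand changed the barcode filters, the mitochondrial limit, doublet removal, the clustering, the naming of cells, denominators, depth, pseudocount, weighting of cells, scaling and count minimum. Alternatives chosen after seeing the data were no mitochondrial limit, takinib barcodes thinned to 65.7% of their UMIs (the median, over the 3 largest classes found in both libraries, of the vehicle over the takinib median depth), naming by score alone, a denominator without neutrophil-scored clusters, cells with Xist and without Y-linked UMIs, subtraction of a neutrophil profile in proportion to S100a8 and S100a9, the epithelial-like cluster led by Cdkn2a alone, the Map3k7 level outside neutrophil-scored clusters, and marker sums over barcodes of at least 500 or 1000 UMIs in both libraries.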

Results

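Single-cell RNA sequencing was carried out on pancreatic tumours of KPPC mice, a genetically engineered mouse model of pancreatic ductal cancer. The labels state that the mice were 6 weeks old and received vehicle or takinib at 50 mg/kg for 14 days. Takinib is a small-molecule inhibitor of TAK1, a kinase encoded by Map3k7 that acts upstream of NF-kB and AP-1 signalling. The comparison asked how the cells of these tumours differed after TAK1 inhibition. There were 2 samples, 1 library for vehicle and 1 for takinib, and the labels do not state how many mice each library pooled. With 1 library per group no test between treatments was possible, no difference below has a replicate check, and no p-value is given. Each interval in square brackets is a 95% interval that covers counting error only, exact Poisson for sums of counts, exact binomial (Clopper-Pearson) for shares, and Poisson resampling for log2 ratios.

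The 2 deposited matrices differed in form. The vehicle matrix listed 704261 barcodes with 80850334 UMIs (unique molecular identifiers, each standing for 1 captured transcript), and 470280 of those barcodes held at least 1 UMI. The takinib matrix listed 34158 barcodes with 139292875 UMIs, and its shallowest barcode held 500 UMIs. Barcodes of at least 1000 UMIs numbered 13045 in vehicle and 29116 in takinib, and held 60.5% and 97.1% of the UMIs. After the same filters in both, 9558 vehicle cells and 25183 takinib cells were kept, with 42000538 and 119726977 UMIs. Median depth per kept cell was 3556 UMIs and 1491 genes in vehicle, against 2887 UMIs and 1094 genes in takinib. The median share of mitochondrial UMIs was 8.70% in vehicle and 1.79% in takinib. The number of kept cells moved most with the stricter limits: 14002 takinib cells remained at 2000 UMIs and 1000 genes, and 5585 vehicle cells remained at a mitochondrial limit of 10%.

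**Figure D1:**
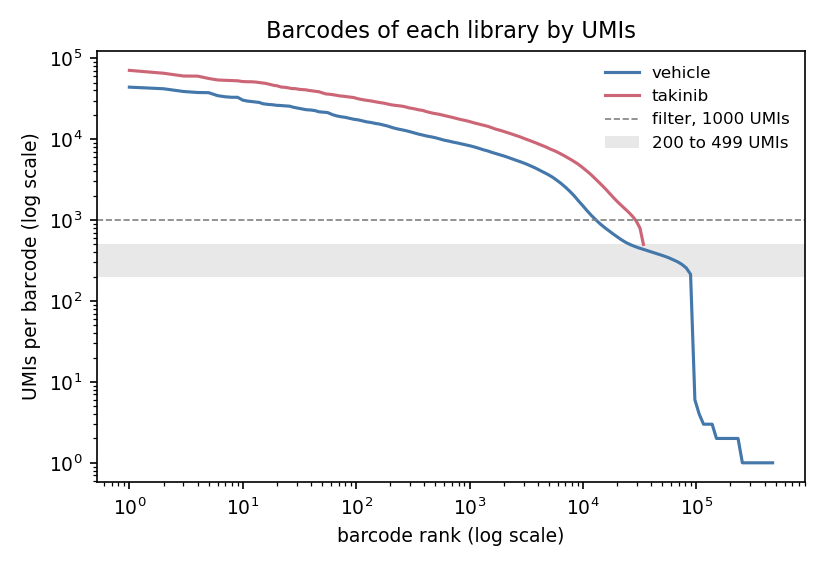
UMIs per barcode (log axis) against barcode rank (log axis) for the vehicle and takinib libraries, with the filter of 1000 UMIs as a line and vehicle barcodes of 200 to under 500 UMIs shaded. The takinib curve ends at 500 UMIs, while the vehicle curve runs on and holds 64517 barcodes in the shaded range.

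Treatment coincided with every other difference between the libraries. The file headers name Cell Ranger 4 for vehicle and Cell Ranger 6.1.1 for takinib, and only the takinib barcode list had been filtered before deposit. Library, software version, barcode filter, depth, mitochondrial share and the sex of the animals all changed together with the drug, so that these and the treatment cannot be told apart by the design alone.

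Sex-linked transcripts showed that the vehicle library held cells of male and of female origin. In vehicle, 1075 kept cells held UMIs of Xist, the non-coding RNA of the inactive X chromosome, and none of 4 Y-linked genes, and 3087 cells held Y-linked UMIs without Xist. A further 168 cells held both, against 423 if the markers were independent, and 5228 held neither. In takinib, 14324 cells held Xist and 0 Y-linked UMIs were counted among 119726977. Vehicle cells with Xist and without Y-linked UMIs are called female vehicle cells here, those with the reverse are called male vehicle cells, and values against female vehicle cells are given wherever they changed a direction.

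Map3k7 (ENSMUSG00000028284) was examined first as the transcript of the drug's target. In the GENCODE M21 annotation of GRCm38 the gene spans positions 31964097 to 32023467 on the plus strand of chromosome 4. Over all kept cells it had 1224 counts in vehicle, 29.1 CPM (counts scaled to the same total in each library) [27.5, 30.8], and 2918 counts in takinib, 24.4 CPM [23.5, 25.3]. The log2 ratio of takinib to vehicle, with 10 CPM added to each, was -0.19 [-0.26, -0.12], and the alternative that moved it most, thinning every cell to 1000 UMIs, gave -0.37. The direction differed between classes of cells: the log2 ratio was 0.14 [0.04, 0.25] in macrophage-like cells (22.0 and 25.4 CPM), -0.33 [-0.50, -0.16] in epithelial-like cells (39.9 and 29.8 CPM) and -0.40 [-0.72, -0.08] in fibroblast-like cells (37.0 and 25.7 CPM). The genes of TAK1-binding proteins also moved little over all kept cells. Tab1 had 8.48 CPM in vehicle and 5.75 CPM in takinib (log2 ratio -0.23), Tab2 had 89.7 and 101 CPM (0.15), and Tab3 had 7.57 and 10.2 CPM (0.20). The list of these 4 genes had medians from -0.51 in neutrophil-like cells to 0.13 in macrophage-like cells. When genes were scaled to a median log2 ratio of 0, its neutrophil-like median was -0.11 and its epithelial-like median went from -0.03 to 0.09.

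Clusters were named "X-like" only from markers fixed before the data were examined. As shares of kept cells, macrophage-like cells made up 52.5% [51.5, 53.5] of vehicle and 29.0% [28.5, 29.6] of takinib. Neutrophil-like cells made up 2.96% [2.63, 3.32] and 32.9% [32.3, 33.5], a ratio of 11.1. Epithelial-like cells made up 12.3% [11.6, 12.9] and 4.32% [4.07, 4.57], and fibroblast-like cells 6.74% [6.24, 7.26] and 1.21% [1.08, 1.35]. Endothelial-like cells fell from 7.02% [6.52, 7.55] to 0.349% [0.280, 0.430], and perivascular-like cells from 591 cells (6.18% [5.71, 6.69]) to 14 cells (0.0556% [0.0304, 0.0933]). T-like cells made up 2.30% and 4.06%, B-like cells 2.16% and 2.65%, plasma-like cells 0.387% and 0.790%, and dendritic-like cells 1.41% and 0.469%. Erythroid-like cells numbered 2 in vehicle and 495 in takinib. Unnamed clusters held 6.02% of vehicle and 22.2% of takinib cells, and most of the unnamed takinib cells scored highest for neutrophil markers. Named by score alone, neutrophil-like cells made up 2.97% of vehicle and 49.8% of takinib, and epithelial-like cells 18.3% and 7.42%.

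The class shares depended on the filter, the denominator and the depth. The log2 ratio of the neutrophil-like share was 3.47, and the alternative that moved it most, a minimum of 2000 UMIs and 1000 genes, gave 7.22 because 12 vehicle neutrophil-like cells were left. It stayed at 2.81 or above under each of the 12 alternatives that gave a value. The lower macrophage-like share reversed when cells outside neutrophil-scored clusters were the denominator, where its log2 ratio was 0.09 in place of -0.86. Among cells that were neither neutrophil-like nor unnamed, macrophage-like cells made up 57.7% of vehicle and 64.6% of takinib, epithelial-like cells 13.5% and 9.62%, and fibroblast-like cells 7.40% and 2.70%. Among cells of the named immune classes, macrophage-like cells made up 85.1% and 41.5%, and neutrophil-like cells 4.79% and 47.1%. That denominator leaves out the unnamed cluster with a neutrophil score (1 vehicle and 4250 takinib cells) and the one with a B score (2 and 567). The takinib share of macrophage-like cells among all immune cells would thus be lower. The higher T-like and B-like shares reversed to log2 ratios of -0.13 and -0.76 when takinib barcodes were thinned to 65.7% of their UMIs before filtering, the ratio of median depths in macrophage-like cells. Equal median depths would have needed 81.2% in T-like cells and no thinning in B-like cells, which were already shallower in takinib (1343 against 1546.5 UMIs), so these values do not compare T-like or B-like cells at equal depth. Some clusters came almost wholly from 1 library, among them the neutrophil-like cluster led by Ccl4 and Cxcl2 with 1 vehicle and 4899 takinib cells, and such a cluster may reflect that library and not a cell type. Sums over every deposited barcode used no clusters, but they set a takinib file without barcodes under 500 UMIs against an unfiltered vehicle file, and 97.1% of takinib and 60.5% of vehicle UMIs were in barcodes of at least 1000 UMIs. The 9 neutrophil markers summed to 904 CPM in vehicle and 48922 CPM in takinib, the 8 perivascular markers to 525 and 19.9 CPM, the 9 endothelial markers to 354 and 50.2 CPM, the 10 fibroblast markers to 685 and 459 CPM, and the 12 macrophage markers to 9785 and 7320 CPM. The T markers summed to 86.2 and 61.9 CPM and the B markers to 192 and 159 CPM. Over barcodes of at least 1000 UMIs in both files the T markers moved most relative to their difference, to 59.5 and 58.9 CPM, the B markers summed to 153 and 129 CPM and the fibroblast markers to 933 and 465 CPM. No higher level of T or B markers was thus seen in takinib, whereas their shares were higher. The 12 epithelial markers summed to 2086 and 6938 CPM, also against the direction of the share, but they include Lcn2, a leading gene of an unnamed takinib cluster with a neutrophil score.

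**Figure D2:**
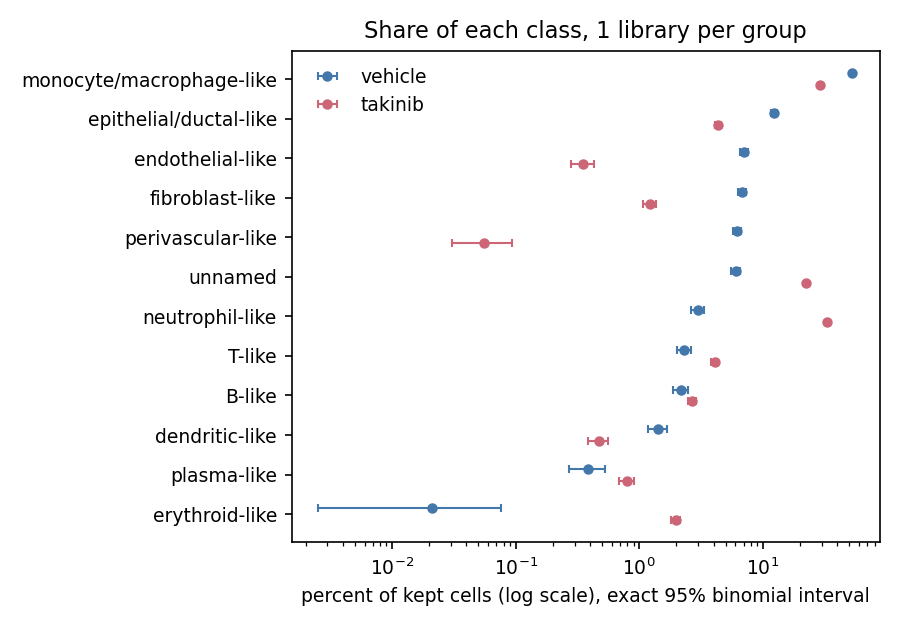
Percent of kept cells (log axis) in each class for the vehicle and takinib libraries, with exact binomial 95% intervals for counting error. Neutrophil-like cells were at 2.96% in vehicle and 32.9% in takinib, while perivascular-like cells were at 6.18% and 0.0556%.

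Gene lists fixed in advance were compared in the 7 classes with at least 100 cells in each library, as the median log2 ratio over the list's genes. Scaling each class to a median gene ratio of 0 shifted T-like cells by 0.12, epithelial-like cells by 0.13, fibroblast-like cells by 0.11 and neutrophil-like cells by 0.40, since the median gene in them stood at -0.12, -0.13, -0.11 and -0.40. The shift was under 0.1 in the other classes. It was upward in all 7 classes. Scaling could therefore flip only a median below 0, and it was no check on the sign of a positive median. Scaled medians are given for single values of those 4 classes, and not for the T effector list outside T-like cells. Transcripts of neutrophils were present in every takinib class: S100a8 and S100a9 together rose from 91.1 to 12100 CPM in epithelial-like cells, from 219 to 12196 CPM in T-like cells, from 277 to 8044 CPM in macrophage-like cells and from 76.2 to 7845 CPM in fibroblast-like cells. In neutrophil-like cells the same sum was 63618 CPM in vehicle and 141930 CPM in takinib.

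The NF-kB target list, which addresses a pathway downstream of TAK1, was higher in takinib in each of the 7 classes, which scaling could not flip. Its median log2 ratio was 0.74 [0.68, 0.80] in macrophage-like cells, 0.79 [0.68, 0.91] in epithelial-like cells (0.92 scaled), 1.46 [1.18, 1.64] in fibroblast-like cells (1.57 scaled), 0.81 in T-like cells (0.93 scaled), 0.87 in B-like cells, 0.84 in dendritic-like cells and 0.81 in neutrophil-like cells (1.21 scaled). In all 7 classes the median stood at percentile 100 of 10000 random lists of the same size matched on mean expression, which describes these libraries and is not a test. The alternative that moved the fibroblast-like median most was thinning to 1000 UMIs, which gave 0.85, and clustering each library on its own lowered the epithelial-like median to 0.27. Against female vehicle cells the medians were 0.90 in macrophage-like, 0.69 in epithelial-like and 1.85 in fibroblast-like cells. Among members of the list, Nfkbia rose from 364 to 815 CPM in macrophage-like cells (log2 ratio 1.14), from 82.7 to 545 CPM in epithelial-like cells (2.58) and from 103 to 535 CPM in fibroblast-like cells (2.27). Cxcl2 rose from 581 to 3907 CPM, from 37.5 to 4171 CPM and from 53.3 to 2390 CPM in the same classes, and reached 27771 CPM in takinib neutrophil-like cells. Nfkb1 was slightly lower in all 3 classes, with log2 ratios of -0.06, -0.37 and -0.16. When a neutrophil profile was subtracted in proportion to S100a8 and S100a9, which removed 9.13% of takinib UMIs in epithelial-like and 5.99% in macrophage-like cells, the medians fell to 0.46 [0.35, 0.60] in epithelial-like, 0.64 [0.59, 0.71] in macrophage-like and 0.88 [0.58, 1.13] in fibroblast-like cells, and the lowest was 0.29 [0.07, 0.59] in B-like cells. Most members were more abundant in takinib neutrophils than in the vehicle cells of the other classes. Of the 12 instances over 5 classes where a member was not, 5 were higher and 7 lower in takinib, with a median of -0.23. All 3 such members (Ccl2, Il6 and Vcam1) were higher in fibroblast-like cells, with a median of 1.60 [1.44, 1.76], while all 4 in dendritic-like and both in T-like cells were lower.

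**Figure D3:**
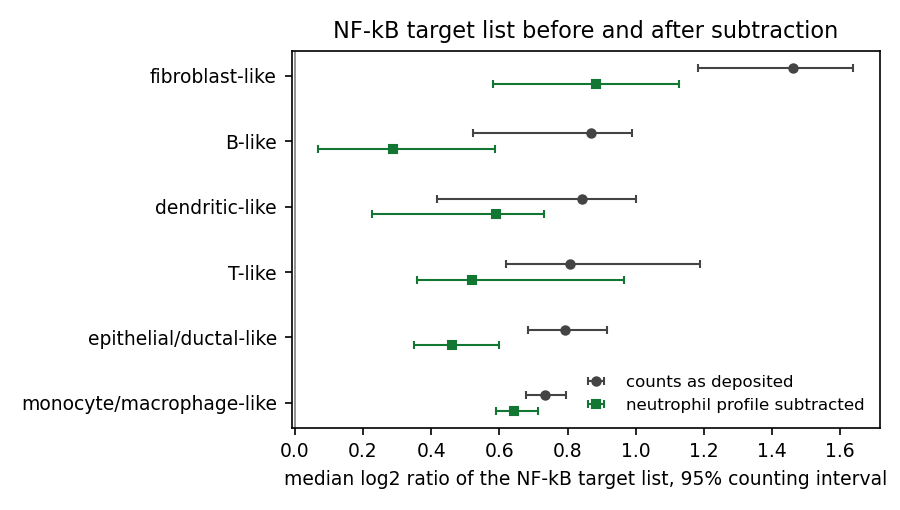
Median log2 ratio (takinib over vehicle) of the NF-kB target list in 6 classes, as counted and after a neutrophil profile was subtracted, with 95% intervals from Poisson resampling. Every median fell with subtraction and stayed above 0, down to 0.29 in B-like cells. Scaling, which raises every median, could not flip a class.

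The immediate-early/AP-1 list was below 0 only in macrophage-like cells, where scaling did not flip it. Its median was 1.50 in B-like, 1.79 in T-like (1.91 scaled), 1.05 in dendritic-like, 1.68 in epithelial-like (1.80 scaled) and 1.34 in fibroblast-like cells (1.45 scaled), with 0.10 in neutrophil-like (0.50 scaled) and -0.22 [-0.25, -0.19] in macrophage-like cells. In epithelial-like cells, Fos rose from 123 to 626 CPM and Egr1 from 129 to 507 CPM. The lowest medians over all alternatives, subtraction of the neutrophil profile among them, were 1.36 in B-like, 1.43 in T-like, 0.90 in dendritic-like, 1.32 in epithelial-like and 0.93 in fibroblast-like cells. No member was less abundant in takinib neutrophils than in the vehicle cells of these 5 classes.

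**Figure D4:**
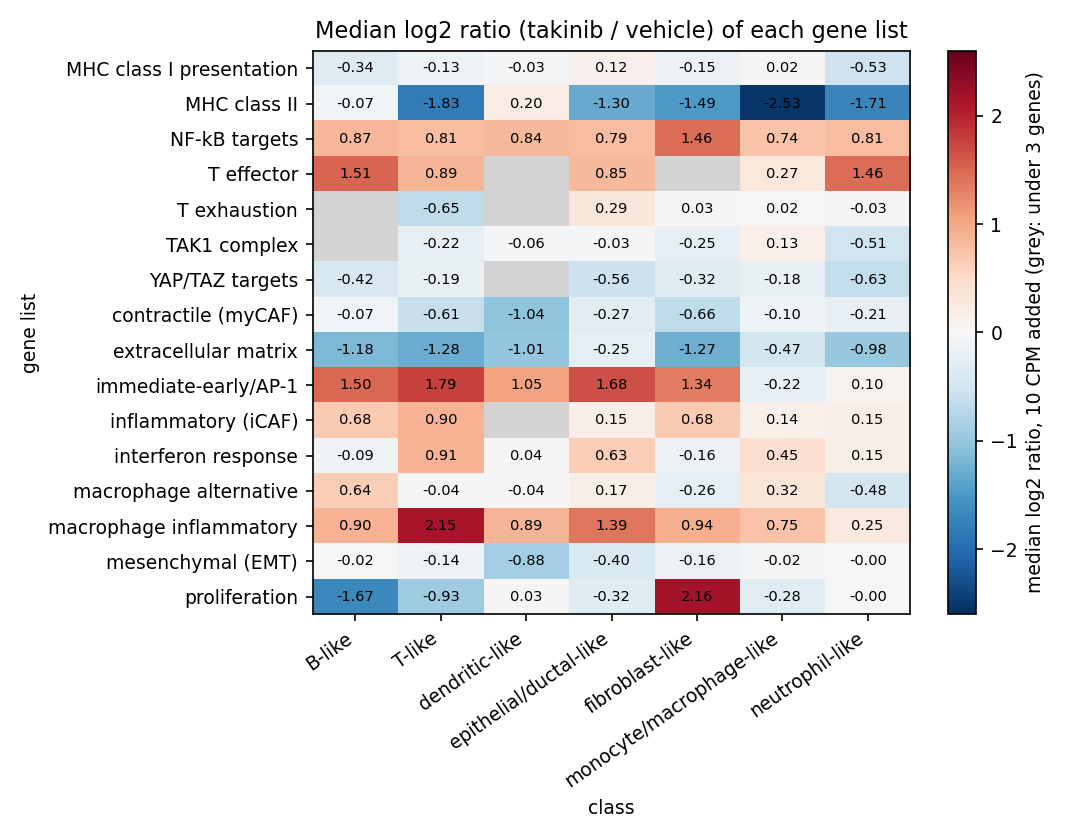
Median log2 ratio (takinib over vehicle) of 16 gene lists in 7 classes, with grey where a list had under 3 countable genes. NF-kB targets were above 0 in all 7 classes, which scaling could not flip, and MHC class II stood at -2.53 in macrophage-like cells. Medians near 0 such as the mesenchymal list in macrophage-like cells (-0.02) flipped sign under scaling.

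The MHC class II list was lower in takinib macrophage-like cells, with no flip under scaling, at a median of -2.53 [-2.54, -2.52] and percentile 0 of the random lists. H2-Aa (chromosome 17, 34282744 to 34287823) fell from 2805 to 474 CPM, Cd74 (chromosome 18, 60803848 to 60812652) from 8906 to 1531 CPM and Ciita (chromosome 16, 10480059 to 10528418), which encodes the activator of these genes, from 54.1 to 8.17 CPM. All 7 members were lower, with log2 ratios from -1.79 for H2-DMb1 to -2.74 for H2-Ab1. The alternative that moved this median most compared cells of female origin and gave -1.74 [-1.77, -1.72], against -2.63 for takinib over male vehicle cells. These genes also led a macrophage-like cluster that held 2871 vehicle and 366 takinib cells, so the difference over the class partly restates which clusters each library filled. Within the 3 macrophage-like clusters with at least 100 cells of each library the medians were -0.29 [-0.36, -0.22] in that cluster, -0.50 [-0.54, -0.45] in the cluster led by Chil3 and -0.28 [-0.41, -0.09] in the cluster led by Gpnmb. The list was also lower in epithelial-like cells at -1.30 (-1.18 scaled), but at -0.27 [-0.47, -0.06] against female vehicle cells. In the epithelial-like cluster led by Cdkn2a alone it stood at -1.72, and at -0.82 [-1.01, -0.46] against female vehicle cells. It stood at -1.49 in fibroblast-like cells (-1.38 scaled), -1.83 in T-like cells (-1.70 scaled), -1.71 in neutrophil-like cells (-1.31 scaled), -0.07 [-0.19, 0.11] in B-like cells and 0.20 [0.07, 0.34] in dendritic-like cells. Free RNA was tested for this list in macrophage-like cells only. In epithelial-like, fibroblast-like, T-like and neutrophil-like cells the lower values can therefore reflect less free RNA of macrophage-like cells.

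**Figure D5:**
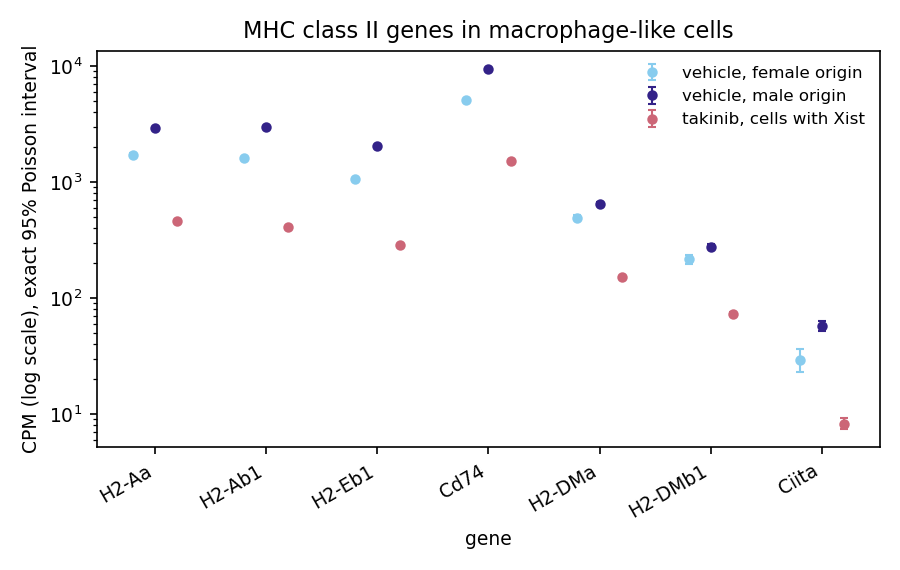
CPM (log axis) of the 7 MHC class II genes in macrophage-like cells, for female vehicle cells, male vehicle cells and takinib cells with Xist, with exact Poisson 95% intervals. H2-Aa stood at 1716 CPM in female vehicle, 2927 CPM in male vehicle and 462 CPM in takinib cells, and scaling did not flip the lower level in takinib.

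The extracellular matrix list was lower in fibroblast-like cells at -1.27 [-1.31, -1.20] (-1.16 scaled), with 17 of 18 genes lower, and it was below 0 in every class under scaling too. Col1a1 fell from 10352 to 5245 CPM and Postn from 791 to 108 CPM in fibroblast-like cells, and Lox rose from 430 to 514 CPM. The other medians of this list were -0.25 in epithelial-like (-0.12 scaled, -0.94 against female vehicle cells), -0.47 in macrophage-like, -1.18 in B-like, -1.28 in T-like (-1.16 scaled), -1.01 in dendritic-like and -0.98 in neutrophil-like cells (-0.58 scaled), classes in which matrix transcripts can be free RNA. The contractile (myCAF) list stood at -0.66 [-0.72, -0.58] in fibroblast-like cells (-0.55 scaled) but reversed to 0.11 [-0.11, 0.25] against female vehicle cells, and in epithelial-like cells it went from -0.27 (-0.14 scaled) to 0.36. Its medians elsewhere ran from -1.04 in dendritic-like to -0.07 in B-like cells, and scaling flipped the neutrophil-like value from -0.21 to 0.19. The inflammatory (iCAF) list, which shares Il6, Cxcl1 and Ccl2 with the NF-kB list, was higher in fibroblast-like cells at 0.68 [0.49, 0.90] (0.79 scaled), with 7 of 12 genes higher. Its fibroblast-like median was 0.24 under the alternative that lowered it most. It was 0.30 over the 11 members no more abundant in takinib neutrophils than in the vehicle cells, 6 higher and 5 lower. Such members had medians of -0.24 in epithelial-like (6 members) and -0.06 in macrophage-like cells (5), and 1 each in T-like and B-like cells was higher. The full list ranged from 0.14 in macrophage-like to 0.90 in T-like cells (1.02 scaled) elsewhere, and the epithelial-like value of 0.15 (0.27 scaled) reversed to -0.04 with each library clustered on its own. The YAP/TAZ target list was lower in epithelial-like cells at -0.56 [-0.64, -0.49] (-0.43 scaled), with 11 of 12 genes lower and F3 higher, and it did not flip under scaling in any of 6 classes, from -0.63 in neutrophil-like (-0.23 scaled) to -0.18 in macrophage-like cells. Nt5e fell from 211 to 44.3 CPM and Axl from 103 to 32.6 CPM in epithelial-like cells. The mesenchymal (EMT) list stood at -0.40 [-0.58, -0.26] in epithelial-like cells (-0.27 scaled) and -0.88 in dendritic-like cells. It was -0.16 [-0.18, 0.02] in fibroblast-like (-0.048 scaled) and -0.14 in T-like cells (-0.017 scaled), and it flipped sign under scaling in B-like (-0.02 to 0.02), macrophage-like (-0.02 to 0.00) and neutrophil-like cells (-0.00 to 0.40).

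The proliferation list was higher in fibroblast-like cells at 2.16 [1.99, 2.27] (2.27 scaled), and all 15 genes were higher. Its median there was 1.19 after thinning to 1000 UMIs, the alternative that lowered it most, and 0.49 over the 3 members no more abundant in takinib neutrophils than in the vehicle cells. Mki67 rose there from 7.40 to 76.7 CPM and Ube2c from 4.44 to 142 CPM. The median was -1.67 in B-like, -0.93 in T-like (-0.81 scaled), -0.28 in macrophage-like and 0.03 in dendritic-like cells. The median in neutrophil-like cells flipped from -0.00 to 0.40 under scaling and went down to -1.13 under another alternative. In epithelial-like cells it was -0.32 [-0.43, -0.24] (-0.20 scaled), but 0.88 [0.72, 1.21] against female and -0.48 against male vehicle cells. Cycling cells were counted as those with a UMI of Mki67 or Top2a after each cell was thinned to 1000 UMIs, a depth that left out 0 kept cells. In epithelial-like cells their share was 5.97% [4.68, 7.48] in vehicle and 4.88% [3.67, 6.33] in takinib. At their own depths the cells gave 14.4% and 16.7%, the largest move under any alternative and in the other order, so no order was read. Neutrophil-like cells, used as background, had 3.89% and 3.78% at median depths of 1222 and 2210.5 UMIs, and 2.99% and 2.15% without the cluster led by Camp, whereas the median depths of epithelial-like cells were 4801 and 7204 UMIs. The fibroblast-like share was 1.24% [0.54, 2.43] in vehicle, not above that background, and 5.57% [3.28, 8.77] in takinib (5.12% and 18.7% unthinned, at median depths of 3412.5 and 8349 UMIs). Macrophage-like cells had 4.90% and 4.16%, B-like cells 13.6% and 4.19%, T-like cells 10.0% and 4.30%, and dendritic-like cells 6.67% and 13.6%. The unthinned shares were 12.8% and 16.1%, 19.4% and 5.84%, 12.7% and 7.23%, and 14.1% and 22.0% in the same order. In takinib the thinned intervals of fibroblast-like, epithelial-like, macrophage-like, B-like and T-like cells included the neutrophil-like background of 3.78%. They lay above the 2.15% without the cluster led by Camp, so whether these shares exceed background depends on that cluster.

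The interferon response list was higher in macrophage-like cells at 0.45 [0.35, 0.52], in epithelial-like cells at 0.63 (0.76 scaled) and in T-like cells at 0.91 (1.04 scaled). It was 0.15 in neutrophil-like (0.55 scaled), 0.04 in dendritic-like and -0.09 in B-like cells, and the fibroblast-like value of -0.16 (-0.050 scaled) reversed to 0.05 against female vehicle cells. The MHC class I list lay between -0.53 in neutrophil-like (-0.13 scaled) and 0.12 in epithelial-like cells (0.25 scaled), its dendritic-like value flipped from -0.03 to 0.00 under scaling, and the epithelial-like value reversed to -0.07 after subtraction of the neutrophil profile. The macrophage inflammatory list was higher in every class, from 0.25 in neutrophil-like (0.65 scaled) to 2.15 in T-like cells (2.28 scaled). It stood at 0.75 [0.65, 0.84] in macrophage-like cells, and at 0.42 [0.30, 0.58] there against female vehicle cells. Nos2 rose from 1.84 to 171 CPM in macrophage-like cells, where takinib neutrophil-like cells held 354 CPM. The 4 members of that list less abundant in neutrophils than in vehicle macrophage-like cells had a median of -0.00. Such members had medians of -0.83 in dendritic-like (4 members, 1 higher and 3 lower) and -1.03 in fibroblast-like cells (2). In epithelial-like cells the 1 such member stood at -0.60, and in B-like cells the 2 had a median of 0.46. The macrophage alternative list was 0.32 [0.28, 0.35] in macrophage-like cells, and Arg1 rose from 1628 to 2829 CPM. Elsewhere that list ran from -0.48 in neutrophil-like (-0.078 scaled) to 0.64 in B-like cells, its T-like value flipped from -0.04 to 0.08 under scaling, and the fibroblast-like value of -0.26 (-0.16 scaled) reversed to 0.26 against female vehicle cells. The T effector list was higher in T-like cells at 0.89 [0.62, 1.46] (1.02 scaled), and at 0.70 over the 7 of 8 members less abundant in neutrophils. Ccl4, the member left out there, rose from 16.9 to 479 CPM. Values of the T effector list from 0.27 to 1.51 in 4 other classes rested on 4 to 7 countable genes. The T exhaustion list was lower in T-like cells at -0.65 [-0.93, -0.06] (-0.53 scaled, no flip). T-like cells were not divided into subsets, so another mix of these cells was not tested for the T effector or T exhaustion list. Tox fell from 92.7 to 33.3 CPM and Lag3 from 36.5 to 6.57 CPM, while Havcr2 went from 0 to 44 counts. The T exhaustion list was 0.29 in epithelial-like (0.41 scaled), 0.03 in fibroblast-like (0.14 scaled) and 0.02 in macrophage-like cells. Scaling flipped its neutrophil-like value from -0.03 to 0.37.

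Genes were also counted by size of difference, as the number of genes whose sums differed by over 2-fold between these 2 libraries. In macrophage-like cells 215 genes were higher and 142 lower of 12036 compared, in epithelial-like cells 368 and 271 of 11467, and in fibroblast-like cells 370 and 501 of 7985. In T-like cells there were 313 and 90 of 5092, in B-like cells 147 and 45 of 3001, in dendritic-like cells 75 and 54 of 1519, and in neutrophil-like cells 371 and 1148 of 10216. In number of genes the largest move was with a pseudocount of 1 CPM, which gave 2928 lower genes in neutrophil-like cells, and relative to the count it was without a count minimum, which gave 381 lower genes in dendritic-like cells. Under scaling to a median ratio of 0 the higher genes went from 24.4% to 72.9% of those past 2-fold in neutrophil-like cells, from 57.6% to 70.0% in epithelial-like cells and from 77.7% to 88.1% in T-like cells. In fibroblast-like cells they went from 42.5% to 52.0%, so the larger number changed from lower to higher genes.

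Some of the genes named by the fixed rule are leading genes of a cluster, and where that cluster came mainly from 1 library the value describes which clusters a library filled. In macrophage-like cells this holds for Saa3 (ENSMUSG00000040026, chromosome 7, 46711998 to 46715700), which rose from 441 [433, 450] to 25843 [25798, 25888] CPM with a log2 ratio of 5.84, for U90926, with 0 counts in vehicle and 9234 in takinib (at least 1350-fold higher), for Hp (4.04) and for Dcstamp (-3.07). The lowest others were Tmem176a at -2.81, or -1.44 in cells of female origin, and Hist1h1d at -2.80. In epithelial-like cells it holds for Gkn2 (4.95) and Tff1 (4.48), which led a cluster of 0 vehicle and 217 takinib cells. Mptx1 (5010 counts in vehicle and 0 in takinib, at least 2488-fold lower), Spink4 (-5.60) and Muc2 (-5.57) led a cluster of 90 vehicle and 82 takinib cells. Spink4 moved most under an alternative: it reversed to 1.33 with each library clustered on its own and to 0.50 at 2000 UMIs. Mptx1 and Muc2 stayed lower but shrank from -6.02 to -0.78 and from -5.57 to -0.77 at 2000 UMIs and 1000 genes. Prap1, with 3 vehicle counts, went from 0.383 [0.079, 1.12] to 236 [227, 245] CPM (4.57), and stood at 2.91 in the epithelial-like cluster led by Cdkn2a alone, where Gkn2 fell to 0.17 and Tff1 to 0.71. Within that cluster of 826 vehicle and 749 takinib cells, Tnc (ENSMUSG00000028364, chromosome 4, 63959785 to 64047015), itself among its leading genes, fell from 1265 [1238, 1293] to 47.1 [43.1, 51.4] CPM. Prl2c2 stood at -3.56 and Inhba at -3.01, whereas Pglyrp1 was at 2.89, Cxcl5 at 2.72 and Ghrl at 3.93 with 45.2% of its takinib counts in 1 cell.

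In fibroblast-like cells the highest log2 ratios were those of Serpinb2 (3.70 to 1407 CPM, 6.69), Cxcl5 (12.6 to 807 CPM, 5.18) and U90926 (0 to 629 counts, 53.6% of them in 1 cell), and the lowest those of Col8a1 (1112 to 39.5 CPM, -4.50), Igfbp3 (3285 to 153 CPM, -4.34) and Fbn2 (638 to 32.0 CPM, -3.95). In T-like cells Il17a, a leading gene of the T-like cluster, had 0 counts in vehicle and 1257 in takinib (at least 70.1-fold higher), and Gm2682 had 0 and 237 (at least 13.2-fold higher). Gzma rose from 39.3 to 327 CPM, with 78.6% of its 14 vehicle counts in 1 cell. Ikzf2 (-2.22), Tnfrsf4 (-2.14) and Tnfrsf18 (-1.67) were the lowest. In B-like cells Ccl5 (3.33), Nfkbid (3 counts or 7.48 CPM [1.54, 21.9] in vehicle and 147 CPM [126, 172] in takinib, 3.17) and Cirbp (1.86) were highest and Pclaf (-3.06), Top2a (-2.66) and Stmn1 (-2.61) lowest. In dendritic-like cells Dnase1l3 (1.83), Ppp1r14a (1.78) and Rnf130 (1.59) were highest. The lowest there was Ccl24 at -4.00, with 179 CPM [140, 226] in vehicle, 60.0% of it in 1 cell, and 1 count in takinib, 1.82 CPM [0.046, 10.1]. Hspa1a followed at -3.96, with 174 CPM [135, 220] in vehicle and 1 takinib count, and Hspa1b at -3.51, with 166 CPM [128, 212] and 3 takinib counts, 5.45 CPM [1.12, 15.9]. These last are near-identical genes between which reads can be split, so their values are uncertain. In neutrophil-like cells Elane and Mpo had 0 vehicle counts and were at least 60.0-fold and 33.1-fold higher in takinib, but both lead a neutrophil-like cluster with 15 vehicle and 695 takinib cells and stood at 0.59 and 0.32 with each library clustered on its own. Nos2 had 1 vehicle count, 2.49 CPM [0.063, 13.9], against 354 CPM [347, 361] in takinib (4.86). Ccn3 (-4.05) and Hist1h1d (-3.90) were lower, and Mcpt1 (-4.24) had 98.2% of its vehicle counts in 1 cell.

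Differences shared by all classes were rare among the 2216 genes countable in each of the 7. By this count 19 genes were over 2-fold higher in takinib in all 7 classes and 9 over 2-fold lower. The genes higher in all classes, named here after their values were seen, included S100a8, S100a9, Lcn2, Retnlg, Cxcl2, Saa3 and Xist. The 9 lower genes, also named afterwards, were 8 mitochondrial transcripts and Ctrb1, a gene of digestive enzyme-producing acinar cells.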

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

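No test in this part was chosen only after its result was seen. In the vehicle library, 64517 barcodes outside the cells kept held 200 to under 500 UMIs, above the level of a barcode without any captured RNA, and the comparisons of cell classes do not use them. They enter only the sums over every deposited barcode and the profile of free RNA removed from the vehicle library in a test of MHC class II. Their median was 338 UMIs and 153 genes, and 40.5% of their UMIs were mitochondrial, against 10.9% in vehicle barcodes of at least 1000 UMIs. If these barcodes held only free RNA, they would differ from each other by no more than random sampling of a common pool. Over 50 genes, the median ratio of the variance between barcodes to that of multinomial sampling was 1.08. It was 2.05 in vehicle barcodes of 500 to under 1000 UMIs and 16.7 in those of at least 1000 UMIs. This is consistent with droplets that held free RNA and no cell. A smaller share of true cells of low RNA content among them stays open. The takinib matrix has no barcodes of this depth, so a comparison of free RNA between the libraries was not possible, and no biological explanation was tested.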

How the results depend on the processing

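Chosen only after results were seen were the settings marked below as added. No paired analysis was possible because each group has 1 sample and no value comes from a test. Log2 ratios are takinib over vehicle. Unless a value shows the cause, the cause was not tested. Clustering each library on its own gave no fibroblast-like value, since no takinib cluster was named so. Subtraction of free RNA from shallow barcodes was not run for both libraries, because the takinib matrix holds none, and was made for vehicle alone in a test of MHC class II.

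The higher neutrophil-like share (3.47) kept its direction under all 12 alternatives that gave a value, from 2.81 to 7.22. The lower epithelial-like (-1.51) and fibroblast-like (-2.48) shares kept theirs in every alternative that gave a value. The lower macrophage-like share (-0.86) did not.

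Limits of 2000 UMIs and 1000 genes kept 14002 takinib cells and gave share ratios of -0.88 for epithelial-like, -1.72 for fibroblast-like, -0.14 for macrophage-like and 7.22 for neutrophil-like cells, the last on 12 vehicle cells. MHC class II in macrophage-like cells was then -2.54, and NF-kB targets 0.64 in epithelial-like and 0.83 in macrophage-like cells. Limits of 500 UMIs and 300 genes gave shares of -1.75 epithelial-like, -1.05 macrophage-like and 2.81 neutrophil-like. A mitochondrial limit of 10% kept 5585 vehicle cells and gave -1.07 macrophage-like and 5.604 neutrophil-like; no limit (added) gave -2.16 fibroblast-like, -0.67 macrophage-like and 2.99 neutrophil-like. No doublet removal gave -0.73 macrophage-like and 7.01 neutrophil-like, with 27 vehicle neutrophil-like cells.

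Leiden resolution 2 gave -4.58 fibroblast-like and 3.70 neutrophil-like. Each library on its own gave -0.73 epithelial-like, -0.82 macrophage-like and 3.13 neutrophil-like, NF-kB targets of 0.27 in epithelial-like cells, and 551 lower epithelial-like genes in place of 271. The iCAF list in epithelial-like cells reversed from 0.15 to -0.044. Spink4 in epithelial-like cells reversed from -5.60 to 1.33 there and to 0.50 at 2000 UMIs. Naming each cell from its own markers gave -2.77 fibroblast-like, -1.20 macrophage-like and 4.27 neutrophil-like, and reversed the plasma-like ratio from 1.03 to -0.49. Naming by score alone (added) gave -1.30 epithelial-like and 4.07 neutrophil-like.

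With named classes as denominator the ratios were -1.23 epithelial-like, -2.20 fibroblast-like, -0.58 macrophage-like and 3.75 neutrophil-like. Outside neutrophil-scored clusters (added) they were -0.56, -1.53 and, reversed by construction of the denominator, 0.093 for macrophage-like cells. Thinning cells to 1000 UMIs before clustering gave -1.29 epithelial-like and 3.07 neutrophil-like. Thinning takinib barcodes to 65.7% of their UMIs (added), which matches the depth of macrophage-like cells, gave -0.82 epithelial-like, -2.13 fibroblast-like, -0.41 macrophage-like and 3.04 neutrophil-like, and reversed B-like to -0.76 and T-like to -0.13.

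Thinning to 1000 UMIs gave -0.37 for Map3k7, -2.41 for MHC class II in macrophage-like cells, -0.93 for extracellular matrix in fibroblast-like cells, and NF-kB targets of 1.12 in epithelial-like, 0.85 in fibroblast-like and 0.65 in macrophage-like cells. Means over cells gave -0.27 for Map3k7, -2.42, -0.92 and 1.06 for the first 3 of those lists in that order. A pseudocount of 1 CPM gave -2.56 for MHC class II and NF-kB targets of 1.01, 1.66 and 0.87. Scaling to a median of 0 gave -2.51 for MHC class II, 0.92 for NF-kB targets in epithelial-like cells and -1.16 for extracellular matrix.

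Cells with Xist and without Y-linked UMIs (added) gave -1.74 for MHC class II, -1.15 for extracellular matrix, and NF-kB targets of 1.85 in fibroblast-like and 0.90 in macrophage-like cells. They reversed the contractile list in epithelial-like (-0.27 to 0.36) and fibroblast-like cells (-0.66 to 0.11), and in fibroblast-like cells the interferon (-0.16 to 0.047) and macrophage alternative lists (-0.26 to 0.26). Proliferation in epithelial-like cells went from -0.32 to 0.88. Subtraction of the neutrophil profile (added) gave -2.46 for MHC class II, -1.18 for extracellular matrix, NF-kB targets of 0.46 epithelial-like, 0.88 fibroblast-like and 0.64 macrophage-like, and reversed MHC class I in epithelial-like cells from 0.12 to -0.068. NF-kB targets, MHC class II and extracellular matrix kept their direction in the classes named here under each alternative that gave a value. For fibroblast-like cells no other clustering of the same cells gave a list value. List medians were not computed at Leiden resolution 2, which left 58 takinib fibroblast-like cells in place of 305. The fibroblast-like lists were thus not checked against the clustering.

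The cycling share of epithelial-like cells, 5.97% in vehicle and 4.88% in takinib, was 14.4% and 16.7% at the cells' own depths and 9.17% and 7.97% at 2000 UMIs; cells with Xist and without Y-linked UMIs (added) had 4.51% in vehicle and 4.10% in takinib. The share was lower in takinib at both equal depths and in that subset and higher at the cells' own depths, so no order was read.

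Counts of genes past 2-fold followed the count minimum, depth and pseudocount. Fibroblast-like counts of 370 higher and 501 lower became 227 and 273 at 200 summed counts and 94 and 212 after thinning, with 320 lower from means over cells and 870 lower at a pseudocount of 1. That pseudocount also gave 817 higher and 785 lower in epithelial-like, 570 and 502 in macrophage-like and 998 and 2928 in neutrophil-like cells, and 149 lower in T-like cells. Means over cells gave 430 lower in epithelial-like cells. A minimum of 200 gave 42 and 21 in B-like, 117 and 24 in T-like and 20 and 17 in dendritic-like cells. Thinning gave 191 and 59 in T-like and 20 and 30 in dendritic-like cells, and 24 lower in B-like cells. No count minimum gave 347 and 300 in B-like and 341 and 381 in dendritic-like cells, and 327 lower in T-like cells. Scaling gave 770 and 286 in neutrophil-like cells and 51 lower in T-like cells.

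Sums of marker genes over the files, taken over barcodes of at least 500 or 1000 UMIs in both libraries (added), moved beyond their counting interval in all 20 instances and kept their direction, with the T markers from -0.48 to -0.27 and -0.015.

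Among values not listed here, 38 other class shares, 183 list medians, 20 cycling shares and 138 values of named genes moved beyond their counting interval, against 40, 454, 19 and 130 that did not move. Some of these list medians, all with a counting interval that included 0 in the reported setting, changed sign. Scaling did this for the TAK1 complex in epithelial-like cells (-0.033 to 0.094) and for the contractile, mesenchymal and proliferation lists in neutrophil-like cells. Thinning to 1000 UMIs did it in fibroblast-like cells for T exhaustion (0.031 to -0.22) and the mesenchymal list (-0.16 to 0.061), in neutrophil-like cells for macrophage alternative (-0.48 to 0.20) and in macrophage-like cells for MHC class I (0.022 to -0.020).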

Other observations

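The tests of lung tissue, of the higher neutrophil-like share, of the mixed B and neutrophil cluster, and of the NF-kB members low in neutrophils were chosen only after results were seen. The other tests were written down before their values were known. The readings of the macrophage-like mix and of the neutrophil subtraction were made more cautious after their values were seen.

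Lower MHC class II in takinib macrophage-like cells was weighed against 3 technical explanations and against another mix of cells. The mix of male and female vehicle cells is argued against as the whole cause, since the median against female vehicle cells was -1.74. Whether that mix accounts for part of the pooled -2.53 stays open, because female and male vehicle cells filled different macrophage-like clusters. Among vehicle cells with a sex call, 79.0% were female in the cluster led by Chil3 and 15.03% in the cluster led by MHC class II genes. A greater weight of deep cells is argued against by -2.41 after thinning to 1000 UMIs. Thinning kept the classes named at full depth, so it could not show an effect of depth on filtering or naming. With filter and clustering redone at 2000 UMIs and 1000 genes the median was -2.54, though depths were not made equal there. Free RNA in the vehicle library is argued against by -2.63 after the profile of vehicle barcodes of 200 to under 500 UMIs was removed, and H2-Aa stood at 150 CPM in vehicle epithelial-like cells against 2805 CPM in macrophage-like cells. Another mix of macrophage-like cells stays open. Within 3 clusters holding at least 100 cells of each library the smallest median was -0.28, and these clusters were made with the list's own genes, which fixes part of that outcome. Clustered again without the list's genes, the macrophage-like cells formed 15 clusters, of which 2 held 100 cells of each library. The medians were -0.089 [-0.15, -0.01] in the one with 670 vehicle and 677 takinib cells, and -1.39 [-1.45, -1.29] in the one with 141 and 110. Of the others, 1 held 113 vehicle and 47 takinib cells and 1 held 159 and 35, too few takinib cells to compare, and the rest were nearly all of 1 library. A change within cells and a change of which cells were present therefore cannot be told apart here. A response to takinib may be among the causes, untested with 1 library per group.

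Higher NF-kB targets in takinib were set against RNA of neutrophils carried into other cells. After subtraction of a neutrophil profile the lowest median was 0.29, in B-like cells, but that profile is assumed. Members no more abundant in takinib neutrophils than in a class's vehicle cells cannot be raised by such RNA. There were 12 such instances over 5 classes, with a median of -0.23, 5 higher and 7 lower. By class the medians were -0.55 in T-like (2 members), -0.46 in dendritic-like (4), -0.42 in epithelial-like (2), 1.60 in fibroblast-like (3) and 0.62 in macrophage-like cells (1). The members that rose most, Cxcl2 and Il1b, are abundant in neutrophils: Il1b stood at 6789 CPM there and rose from 21.6 to 962 CPM in epithelial-like cells. In fibroblast-like cells neutrophil RNA is argued against for the 3 such members, Ccl2, Il6 and Vcam1, by their median of 1.60 [1.44, 1.76]. Cxcl1, picked after its values were seen, rose there from 16.7 to 301 CPM while takinib neutrophil-like cells held 52.9 CPM. For the list as a whole, neutrophil RNA and a rise in the cells themselves cannot be told apart, because most members are more abundant in neutrophils. Tissue dissociation that differed between the libraries was not tested for this list or for the immediate-early/AP-1 list, and stays open for both. Another mix of fibroblast-like cells was not tested for these members. An inhibitor of TAK1 would be thought to lower such targets, and a response to takinib stays untested with 1 library per group.

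The higher neutrophil-like share in takinib was not explained by the filter, depth or sex mix. Over every barcode of each file, neutrophil markers were 54.1 times higher in takinib, and over barcodes of at least 500 UMIs in both files 45.8 times, so loss of shallow neutrophils at the filter is argued against. The log2 ratio of the share was 3.04 with takinib barcodes thinned to 65.7% of their UMIs, where equal medians of neutrophil-like cells would have needed 55.3%, and it was 2.81 with limits of 500 UMIs and 300 genes, so depth is argued against together with the marker sums. Female vehicle cells held 1.02% [0.51, 1.82] neutrophil-like cells, against 21.4% of takinib cells with Xist. Blood or marrow cells in the takinib sample stay open: 10 precursor genes such as Elane and Mpo, of which 2 also belong to the erythroid markers, summed to 106 CPM in vehicle and 2193 CPM in takinib, a ratio of 20.8, and erythroid markers rose from 172 to 4248 CPM. Such cells could reach the sample through blood, or through formation of blood cells outside the marrow. Tissue sampling or dissociation that differed between the libraries also stays open, since the log2 ratio of the perivascular-like share was -6.80, and a loss of stromal cells in preparation cannot be told apart from a loss in the tumour.

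A macrophage-like cluster led by Chil3, Ear2 and Car4, genes known from alveolar macrophages, raised the question of lung tissue in the sample. The 8 lung genes written down first summed to 26.1 CPM in vehicle and 24.5 CPM in takinib, above the limit of 10 CPM set for them, through Sftpd, Cldn18 and Ager, which other epithelia also express. The 5 most lung-restricted genes (Sftpc, Sftpa1, Sftpb, Scgb1a1 and Scgb3a2), chosen after the list was seen, had 7 and 20 counts, 0.0866 and 0.144 CPM. Lung epithelium is argued against by these, while lung macrophages without epithelium were not tested. Among vehicle cells of this cluster with a sex call, 79.0% [74.8, 82.9] were female, against 15.03% and 14.7% in the clusters led by MHC class II genes and by Gpnmb, so the cluster may come mainly from particular animals.

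Some epithelial-like cells carried transcripts of stomach or intestine. The stomach list of 7 genes summed to 59.2 CPM in vehicle and 106 CPM in takinib, mostly Pgc, and the 3 genes that the test named to 3.93 and 5.29 CPM. The intestinal list of 8 genes summed to 33.3 and 36.8 CPM, and the 4 genes of its test to 4.85 and 16.9 CPM, higher in takinib although Mptx1 had 5010 counts in vehicle and 0 in takinib epithelial-like cells. In the library each test was written for, the sum (5.29 CPM for stomach in takinib, 4.85 CPM for intestine in vehicle) lay between the 10 CPM set for gut tissue and the 1 CPM set against it. Neighbouring gut tissue and tumour cells with such a program cannot be told apart by these sums. The intestinal sum of 16.9 CPM in takinib lay above the 10 CPM, so gut tissue in that sample stays open too.

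A takinib cluster of 567 cells had B-cell markers and S100a8 and S100a9, at a median of 124 UMIs of the latter against 4 in B-like and 205 in neutrophil-scored cells. Doublets are a candidate explanation. Its median of 2423 UMIs was 0.755 of the summed medians of B-like (1343) and neutrophil-scored cells (1867), only just inside the range from 0.75 that was set for doublets after these values were seen, so this support is weak.

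Some hormone transcripts in takinib lay mostly in 1 barcode each. Of 4436 Ppy counts 72.7% were in 1 barcode, as were 95.5% of 625 Sst counts, 50.9% of 2071 Ins2 counts and 50.3% of 1036 Iapp counts. Others were less concentrated, with 36.9% of Ins1, 27.3% of Pyy and 24.9% of Ghrl counts in the top takinib barcode. Ppy and Ins2 were among the leading genes of a neutrophil-like cluster.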
